# Gene Expression Profiling and Identification of Resistance Genes to *Aspergillus flavus* Infection in Peanut through EST and Microarray Strategies

**DOI:** 10.3390/toxins3070737

**Published:** 2011-06-24

**Authors:** Baozhu Guo, Natalie D. Fedorova, Xiaoping Chen, Chun-Hua Wan, Wei Wang, William C. Nierman, Deepak Bhatnagar, Jiujiang Yu

**Keywords:** EST, microarray, gene profiling, peanut-fungus interaction, resistance genes, *Aspergillus flavus*, *A. parasiticus*, metarep

## Abstract

*Aspergillus flavus* and *A. parasiticus* infect peanut seeds and produce aflatoxins, which are associated with various diseases in domestic animals and humans throughout the world. The most cost-effective strategy to minimize aflatoxin contamination involves the development of peanut cultivars that are resistant to fungal infection and/or aflatoxin production. To identify peanut *Aspergillus*-interactive and peanut *Aspergillus*-resistance genes, we carried out a large scale peanut Expressed Sequence Tag (EST) project which we used to construct a peanut glass slide oligonucleotide microarray. The fabricated microarray represents over 40% of the protein coding genes in the peanut genome. For expression profiling, resistant and susceptible peanut cultivars were infected with a mixture of *Aspergillus* *flavus* and *parasiticus* spores. The subsequent microarray analysis identified 62 genes in resistant cultivars that were up-expressed in response to *Aspergillus* infection. In addition, we identified 22 putative *Aspergillus*-resistance genes that were constitutively up-expressed in the resistant cultivar in comparison to the susceptible cultivar. Some of these genes were homologous to peanut, corn, and soybean genes that were previously shown to confer resistance to fungal infection. This study is a first step towards a comprehensive genome-scale platform for developing *Aspergillus*-resistant peanut cultivars through targeted marker-assisted breeding and genetic engineering.

## 1. Introduction

Peanut (*Arachis hypogaea* L.) has been an important food and oil crop. Peanut contains not only a high percentage of oil (about 50%) but also contains a high quality unsaturated fatty acid (oleic acid). These features confer superior oxidative stability for food products without further processing. Peanut oil is also low in saturated fat and rich in resveratrol, antioxidants, and other nutriceuticals, which may contribute to cardiovascular health. Currently, peanut is grown world-wide, predominantly in Asia, Africa, and North Americas, with about 21 million hectares under cultivation. World peanut production occupies an important role in the world economy with an estimated production value of about $35 billion.

Research on the peanut genome is at an early stage. Major crop improvement emphasis is focused on using elite genetic stocks, cultural management, and disease and pest control measures to improve productivity and quality. Traditionally cultivar improvement has been limited by conventional breeding and selection strategies [1]. High throughput technologies such as whole genome and transcriptome sequencing and microarray analysis hold promise to greatly facilitate this process. To meet the needs of the peanut industry, the international research community developed the International Peanut Genomics Initiative to coordinate sequencing the complete peanut genome (http://www.peanutbioscience.com/peanutgenomeinitiative.html) [2,3]. Peanut is a polyploid organism with a large genome size (2.8 Gb), which makes whole genome sequencing prohibitively expensive. Furthermore, due to its polyploid nature, assembly, annotation, and analysis of the genome will be a very challenging task. Thus, alternative approaches such as Expressed Sequence Tag (EST) sequencing have been implemented to advance the understanding of the genome at a manageable cost. 

Several research institutes have undertaken low to middle scale peanut Expressed Sequence Tag (EST) projects [4,5,6]. As early as 2005, Luo *et al*. [6] released the first batch of EST sequences from two cultivated peanut lines, which were later used to design the first peanut microarray [7,8]. Subsequently, our research group at the USDA reported a total 41,568 ESTs derived from Tifrunners and the breeding line GT-C20 [4,5]. Another group in Belgium generated 4847 ESTs from peanut mixed stages infected with the migratory peanut pod nematode [9]. A group at the University of Florida used suppression subtractive hybridization to identify differentially expressed ESTs from RKN-challenged root tissues in nematode-resistant and -susceptible peanut cultivars [10]. Lately, the Shandong Academy of Agricultural Sciences, China, has started a large scale EST project and has provided 17,000 expressed sequence tags (ESTs) [11].

With the increased awareness of aflatoxin contamination in peanut [2], the presence of aflatoxin in peanut products has become a serious food safety concern. It is a major financial concern to the peanut industry as more regulatory import measures take effect worldwide. Aflatoxin contamination in pre-harvested peanuts is caused by the infection of the *Aspergillis* species, mainly *A. flavus* and *A. parasiticus*. Understanding peanut-fungus interactions during the growth of both the peanut crop and the fungus is necessary to develop effective strategies to reduce or eliminate aflatoxin contamination of pre- and post-harvest peanut crop. Currently, peanut cultivars that are resistant to *A. flavus* and *A. parasiticus* infection are rare, and little is known about the molecular mechanisms that confer such resistance. 

To gain a better understanding of these mechanisms, the USDA has initiated the peanut genome program [2]. We recently [12] developed and tested the utility of the first large-scale peanut microarray, investigating the gene expression in different peanut tissues such as pod, leaf, stem, root, and peg tissues. The study identified 108 putatively pod-specific/abundant genes [12]. Subsequently, as part of U.S. Peanut Genome Initiative supported by U.S. Industry and Peanut Growers, our group developed a large scale peanut EST project [2,4,13] for the cultivated peanut and provided the genomic resources for use in marker development and gene discovery. Here we report the development of a peanut microarray based on these EST sequences as well as other publicly available peanut EST sequences down-loaded from dbEST database (NCBI, http://www.ncbi.nlm.nih.gov/) [14]. We employed this array in gene expression profiling experiments to identify candidate genes that confer resistance to *Aspergillus* infection due to up-expression in response to fungal infection using a resistant peanut line *vs.* a susceptible line.

## 2. Materials and Methods

### 2.1. Peanut Lines Used

Two peanut lines (cultivars) have been used in this experiment: Tifrunner and GT-C20, hereafter referred as C20. “Tifrunner” (TF) is a runner market-type peanut (*Arachis hypogaea* L. *subsp. hypogaea var. hypogaea*) cultivar with a high level of resistance to Tomato Spotted Wilt Virus (TSWV), moderate resistance to early (*Cercospora arachidicola*) and late leaf spot (*Cercosporidium personatum*), but it is a late maturity cultivar [15]. This cultivar is considered susceptible to *Aspergillus* infection in the field. “GT-C20” is a Spanish-type breeding line and highly susceptible to TSWV and leaf spots but resistant to aflatoxin contamination [16].

### 2.2. Peanut Inoculation by *Aspergillus* during Growth

Both resistant and susceptible peanut cultivars were subjected to infection with a mixture of *A. flavus* and *A. parasiticus* spores 60 days after planting (DAP). In order to mimic peanut field fungal population, *A. parasiticus* NRRL 2999 and *A. flavus* NRRL 3357 were used for inoculation because they are pre-dominant fungal strains in our peanut field. Peanut immature kernels were harvested 30 days after inoculation. Total RNAs were isolated from these immature kernel seeds. Poly-A mRNAs were prepared from the total RNAs immediately prior to cDNA library construction.

### 2.3. Expressed Sequence Tags and Sequencing

Tissue collection, RNA isolation, cDNA library construction and sequencing were done at USDA-ARS, Crop Protection and Management Research Unit at Tifton, Georgia and US Horticultural Laboratory Genomics Research Center at Ft. Pierce, Florida. The peanut plant materials used for RNA extraction were grown in the field and inoculated at mid-bloom (60 DAP). Drought stress was imposed during the final 40 days before harvest through the use of rain-out shelters. Immature pods at the R5 (beginning seed), R6 (full seed) and R7 (beginning maturity) stages from “GT-C20” and “Tifrunner” were collected, frozen in liquid nitrogen, and stored at −80 °C until RNA extraction. Leaf tissues were collected at 100 DAP under the natural occurrence of spotted wilt and leaf spot diseases of peanut genotypes, Tifrunner, GT-C20 and A13 [6,7]. Tissues were frozen in liquid nitrogen and stored at −80 °C until RNA extraction by Trizol extraction. Tifrunner is resistant to TSWV and leaf spots, but susceptible to *Aspergillus flavus*. GT-C20 is susceptible to TSWV and leaf spots but resistant to *A. flavus*, and A13 (NCV11 × AR4) is moderately resistant to TSWV and leaf spots, and resistant to *A. flavus* infection [17].

EST libraries were constructed using the pBluescript^®^ II XR cDNA Library Construction Kit (Stratagene, La Jolla, California, Catalog). Briefly, directional cDNA synthesis was made by attaching 5' EcoRI and 3' XhoI adaptors (oligo dT XhoI primer). After digesting with EcoRI and XhoI restriction enzymes, the cDNA inserts were ligated into the multicloning sites of pBluescript II SK (+) plasmid vector. The cDNAs in the pBluescript vector were sequenced using universal primers (5' T3 primer). Single pass, unidirectional (5' end) sequencing was performed using ABI 3730xl Genetic analyzer (Applied Biosystems) with the ABI Prism BigDye terminator cycle sequencing kit (Foster City, CA). Base calling was made using Phred and Trace Tuner (Paracel, Pasadena, CA, USA). The sequencing, sequence cleaning, end trimming, and assembly processing were performed in the Laboratory for Genomics and Bioinformatics, University of Georgia. 

### 2.4. Oligo Microarray Design

The printed oligonucleotide sequences and the array platform description can be found at the NCBI GEO database (accession GPL13178). Briefly, oligonucleotides ranging from 60 to 70 mer were designed at the J. Craig Venter Institute (JCVI) and synthesized by Sigma-Aldrich (Saint Louis, MO). The total number of oligonucleotides spotted on the microarray was 6932, which represented 6932 peanut unigenes. They were spotted to Corning ultraGAPs glass slides with 3 replications of each oligonucleotide at different locations on the slide. With flip-dye hybridizations, the array platform generates 3 technical replications per hybridization. 

### 2.5. Microarray Experiment Design, Hybridization and Analysis

Two factors were varied in the experimental design: peanut cultivars (TF and C20) and *Aspergillus* exposure. Combinations of these two factors allowed for four hybridization probe pairs for competitive hybridization as follows:

- C20Y *vs.* TFY (GT-C20 infected *vs.* Tifrunner infected)
- C20Y *vs.* C20N (GT-C20 infected *vs.* not infected)
- TFY *vs.* TFN (Tifrunner infected *vs.* not infected)
- C20N *vs.* TFN (GT-C20 not infected *vs.* Tifrunner not infected)

The four samples were analyzed with four hybridizations each with a flip-dye control and three in-slide replicates as described (GEO records: GSM684493, GSM684512, and GSM684513). 

### 2.6. Data Processing for EST and Microarray Analysis

Sequencing trace files from the cDNA peanut library were processed following the JCVI Sanger pipeline, which trims off vector and adaptor sequences and removes low-quality bases. Sequences sharing overlapping regions of greater than 94% identity over 40 or more continuous bases were assembled at high stringency using the CAP3 program and Paracel Transcript Assembler [18]; version 2.6.2, (http://www.paracel.com) [19] with modifications by the JCVI bioinformatics team. Overlaps based exclusively on low-complexity regions were excluded. 

Hybridized slides were scanned using the standard protocol (see GEO records: GSM684493, GSM684512, and GSM684513 for details). All calculated gene expression ratios were log_2_-transformed and analyzed using MeV (http://www.tm4.org/mev.html) [20,21,22].

A gene was considered to be expressed if it had a positive expression value associated with it. Log_2_ ratios were used to measure relative changes in expression level between two growth conditions. Genes were considered differentially expressed if the corresponding log_2_ ratios were greater than 2. Gene Ontology (GO), enzyme classification (EC), and PFAM term enrichment analysis was performed using METAREP, an online annotation presentation tool developed at the JCVI (http://www.jcvi.org/metarep/dashboard/index) [23].

## 3. Results and Discussion

### 3.1. Summary Classification of Expressed Sequence Tags(EST)

A total of over 11,141 ESTs were assembled from over 100,000 Sanger reads generated in this study. Additional 2738 EST sequences were downloaded from the NCBI dbEST database including those sequences submitted by Shandong Academy of Agricultural Sciences. From this dataset, 13,879 unique ESTs (unigenes) have been assembled and annotated. The average GC content of these ESTs is 42.6% with the minimum GC of 15.8% and maximum GC of 72.5%. It is estimated that the 2.8-Gb peanut genome hosts 25,000–35,000 protein-coding genes, therefore 13,879 ESTs represent over 40% of these genes. BLASTp search against the NCBI NR database showed that 1761 ESTs (12.7%) can be assigned a putative function based on sequence similarity to previously characterized proteins. However 87.3% of the ESTs (12,118 ESTs) did not have significant hits in the database and were annotated as ‘hypothetical”. Major functional categories represented in this EST set are listed in Table 1. The EST sequence data have been submitted to the NCBI EST database (ES702769 to ES724546 and ES751523 to ES768453). 

**Table 1:** Classification of identified genes in peanut.

Category of Genes	Number of Genes
Hypothetical proteins	12,118
Ribosomal protein	131
Lopprotein	91
Cupin	54
Ribulose bisphophate carboxylase	36
Oleisin	33
Conglutin	32
Photosystem I and II	29
Protease inhibitor/seed storage protein	28
Core histone	25
Ara H8 allergen/alergen	25
Ubiquitin-conjugating enzyme	23
Peptidases	22
Epoxide hydrolase	19
Ras family protein	16
Glutathionine S-transferase	16
Zinc figure protein	14
Seed maturation protein	13
NAD/NADH dehydrogenase	12
Mem brane protein	12
Hsp20	11
Peroxidase	10
14-3-3 protein	10
Universal stress protein	9
Oxidoreductase	9
HMG(high mobility group) box	8
Protein kinase	6
Polygalacturonase	4
Other	1063

### 3.2. Identification of Resistant Genes to *Aspergillus* Infection Using Microarray Expression Data

A 6932 gene-element oligonucleotide microarray was designed according to the 13,879 EST sequence information data set. 

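Kernels of 2 peanut lines were compared, the breeding line GT-C20 (C20), which resists aflatoxin contamination, and the runner cultivar Tifrunner (TF), which is considered susceptible to Aspergillus in the field. Plants were inoculated (Y) with spores of A. flavus and A. parasiticus 60 days after planting and immature kernels were harvested 30 days later, or were left without inoculation (N). Total RNA of 4 samples (C20Y, C20N, TFY and TFN) was compared in pairs on spotted two-colour oligonucleotide arrays, 1 array for each of the 4 comparisons. By the sample labels the first-named sample of each pair carried the dye Cy3 and the second-named sample the dye Cy5. The flip-dye hybridizations of the design were not analysed here. Each comparison therefore rests on 1 slide and 1 RNA sample per side, so that no test was made within a comparison and no p-value is given for one. The authors deposited the integrated intensity of each spot in both channels, with the local background already subtracted by TIGR Spotfinder, and separately a table with 1 log2 ratio per oligonucleotide and hybridization for 6932 oligonucleotides. How the spots and any flip-dye slides were combined in that table, and which normalization was used, is not given in the sources used here. The array files number their 27648 spots without naming the oligonucleotides. The position of each oligonucleotide was recovered from the printing pattern, which repeats every position 3 times per slide, by matching the spot ratios to the deposited ratios. Of the 20796 spots assigned to listed oligonucleotides, 14272 were measured in both channels in C20Y vs TFY, 18248 in C20Y vs C20N, 16262 in C20N vs TFN and 18406 in TFY vs TFN. The median intensity of these spots was 102656 (Cy3) and 133906 (Cy5) in C20Y vs TFY, and 151047 and 178882 in TFY vs TFN, against median backgrounds of 26864 and 10912 in the first and 27234 and 14355 in the second. Log2 ratios of Cy3 over Cy5 were taken for each spot, the dependence on intensity was removed within each array by loess, and the spots of an oligonucleotide were averaged. The SD between the spots of an oligonucleotide had a median of 0.10 in C20Y vs TFY and 0.09 in each of the other hybridizations. This SD covers spotting and scanning only, not differences between plants or RNA samples.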

Four microarray hybridizations were performed. We compared resistant peanut line, GT-C20, and susceptible peanut line, Tifrunner, under *Aspergillus* infected and non-infected conditions (C20Y *vs.* TFY; C20Y *vs.* C20N; C20N *vs.* TFN and TFY *vs.* TFN). 

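The ratios computed here are Cy3 over Cy5, which by the sample labels is the first-named sample over the second-named, and they run opposite to the ratios the study reports. Across oligonucleotides, the Pearson correlation between the deposited log2 ratio and log2(Cy3/Cy5) was −0.97 in C20Y vs TFY (5145 oligonucleotides), −0.93 in C20Y vs C20N (6502), −0.95 in C20N vs TFN (6042) and −0.89 in TFY vs TFN (5529). The deposited column medians were −0.02, −0.04, −0.02 and 0.05 in the same order, so the deposited ratios are centred near 0. Their size was somewhat smaller, with a slope on log2(Cy3/Cy5) of −0.89, −0.86, −0.92 and −0.80. The deposited values are thus Cy5 over Cy3. The note to Table 3 gives C20Y vs TFY as log2(C20Y/TFY), which would need C20Y in Cy5. Which channel held which sample was tested on the arrays that share a sample, since the channel of a shared sample should differ little between 2 slides. Between the 2 arrays that share C20Y, the Cy3 channel took up only 0.22 of the difference in ratio (slope over 5582 oligonucleotides, bootstrap 95% interval 0.19 to 0.25). Between the 2 arrays that share TFN, it took up 0.92 (6069 oligonucleotides, 0.87 to 0.97). By this measure C20Y was in Cy3 and TFN in Cy5, as the labels give them. Signs below follow the labelled dyes, and the deposited sign is named wherever deposited values are given.

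**Figure D1:**
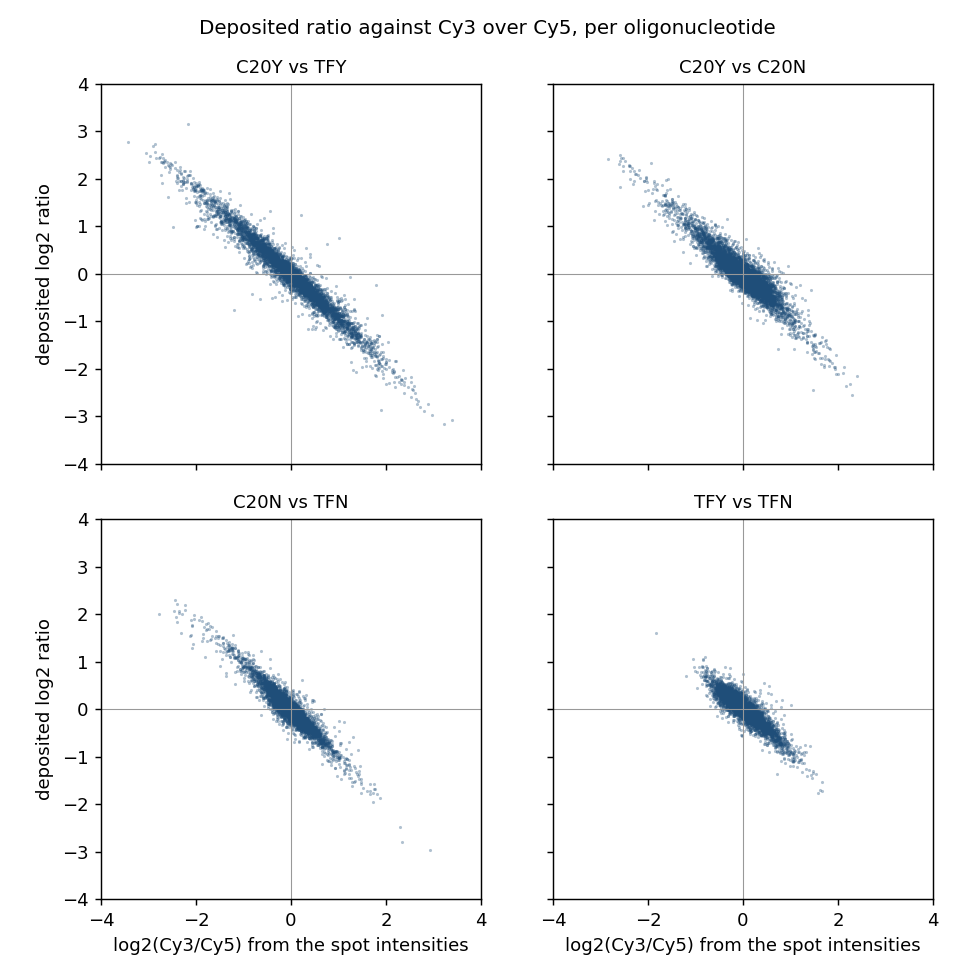
Deposited log2 ratio (vertical axis) against log2(Cy3/Cy5) computed from the spot intensities (horizontal axis), 1 point per oligonucleotide and 1 panel per hybridization. In each panel the points fall along a line from upper left to lower right, with correlations between −0.97 and −0.89.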

The gene expression level is reported as log_2_ ratios of relative intensity. 

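A ratio could be computed in every hybridization for 5180 of the 6932 oligonucleotides, and 4587 have a deposited ratio in every hybridization. In single hybridizations the deposited table lacks a ratio for 1779 oligonucleotides in C20Y vs TFY, 426 in C20Y vs C20N, 883 in C20N vs TFN and 1402 in TFY vs TFN. At a size of 1.5 or more on the log2 scale, in either direction and in at least 1 hybridization, 588 oligonucleotides changed by the recomputed ratios and 401 by the deposited ratios, and 375 were common to both. At a size of 2 or more the numbers were 195 and 122. At the threshold of 1.5, the setting that moved the recomputed total most was the normexp background correction, under which 1354 oligonucleotides passed. With 1 array per comparison these are counts past a size, without a test of significance.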

Among the 6932 genes whose RNA level was detected by the microarray, there were 401 genes that showed significant changes in gene expression level between resistant and susceptible peanut lines under infected and non-infected conditions. 

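The ratios were spread most widely in C20Y vs TFY, with an SD over oligonucleotides of 0.86 on the log2 scale, against 0.54 in C20Y vs C20N, 0.44 in C20N vs TFN and 0.37 in TFY vs TFN. In the deposited table the SDs were 0.79, 0.50, 0.42 and 0.32. In C20Y vs TFY 48.6% of oligonucleotides lay within 0.5 of 0, and in TFY vs TFN 85.0% did. Of the oligonucleotides past 1.5 with all 3 spots measured, every spot was past 1.5 for 125 of 157 positive and 168 of 220 negative oligonucleotides in C20Y vs TFY, and for 35 of 43 and 68 of 90 in C20Y vs C20N. A further 250 oligonucleotides in C20Y vs TFY were measured in Cy5 in all 3 spots and in Cy3 in none, so that no ratio could be computed for them. There were 35 such oligonucleotides in C20Y vs C20N, 210 in C20N vs TFN and 111 in TFY vs TFN. The opposite pattern was found for none in the 4 hybridizations.

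**Figure D2:**
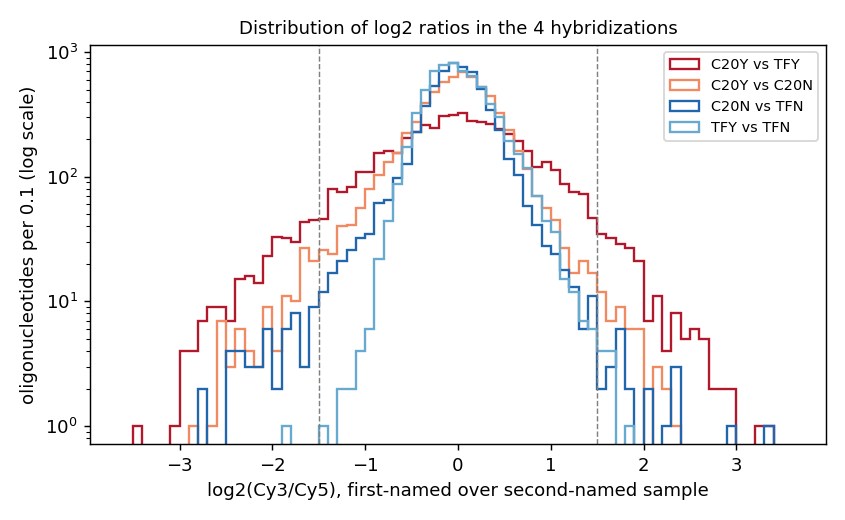
Number of oligonucleotides per 0.1 of log2(Cy3/Cy5), on a log axis, in the 4 hybridizations. Dashed lines mark 1.5 in either direction. The C20Y vs TFY curve is the widest (SD 0.86) and the TFY vs TFN curve the narrowest (SD 0.37).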

For each specific microarray hybridization, the number of up (log_2_ ≥ 1.5) and down (log_2_ ≤ −1.5) expressed genes are summarized in Table 2. It is interesting to find that there were a large number of genes in the resistant peanut line GT-C20 either highly or moderately up-expressed. 

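In the kernels without inoculation, 8 oligonucleotides had a log2(Cy3/Cy5) of 2 or more and 13 lay between 1.5 and 2, the direction of higher signal in C20N than in TFN by the labelled dyes. In the opposite direction 22 lay at −2 or less and 28 between −1.5 and −2. The deposited ratios, with their deposited sign, place 9 and 31 oligonucleotides in the positive classes and 3 and 19 in the negative ones. Among oligonucleotides with all 3 spots measured, the highest was AH000483 at 2.93 ± 0.20 (SD, n = 3 spots), and the lowest was AH003388 at −2.78 ± 0.11, with deposited ratios of −2.96 and 2.01. The same ratio can be formed from the other 3 hybridizations. It kept its sign for 12 of the 15 positive and 45 of the 45 negative oligonucleotides for which it was available.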

Without *Aspergillus* infection (C20N *vs.* TFN), there were 9 and 31 genes in GT-C20 that scored as highly and moderately up-expressed compared with the susceptible line Tifrunner (C20N *vs.* TFN). With *Aspergillus* infection, the highly and moderately up-expressed genes were 25 and 40 respectively compared to the same strain without infection (C20Y *vs.* C20N). 

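For GT-C20 with and without inoculation, 6 oligonucleotides had a log2(Cy3/Cy5) of 2 or more and 40 lay between 1.5 and 2, while 34 lay at −2 or less and 73 between −1.5 and −2. On the labelled dyes the larger group thus had lower signal in C20Y than in C20N. With the deposited sign, the deposited ratios gave 25 and 40 positive and 9 and 38 negative oligonucleotides. The lowest value was that of AH003951 at −2.85 ± 0.11 (SD, n = 3 spots), which Table 7 annotates as a cupin or oxalate oxidase and whose deposited ratio is 2.42. The highest was AH008363 at 2.39 ± 0.12, with a deposited ratio of −2.16. Both lie many spot SDs from 0. Of the 107 negative oligonucleotides, 101 had a deposited ratio, and it had the opposite sign for all 101.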

More interestingly, the resistant line, GT-C20, demonstrated a greater response to *Aspergillus* infection than the susceptible line Tifrunner (C20Y *vs.* TFY). 

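At a size of 1.5 or more, 153 oligonucleotides changed between inoculated and non-inoculated kernels of GT-C20 and 10 between those of Tifrunner. At 1.0 or more the numbers were 467 and 96. By the deposited ratios they were 112 and 5 at 1.5. The sign of the ratio does not enter these sizes. The C20Y vs C20N ratios were 1.47 times as widely spread as the TFY vs TFN ratios (1.56 times in the deposited table). With all arrays scaled to the same median absolute deviation, 118 negative and 56 positive oligonucleotides were past 1.5 in C20Y vs C20N and 4 and 37 in TFY vs TFN. After normexp background correction the numbers were closer in proportion, with 245 negative and 134 positive in C20Y vs C20N and 36 and 110 in TFY vs TFN. The difference between the lines in the infection ratio was also formed from the other pair of arrays, as C20Y vs TFY minus C20N vs TFN. The 2 estimates correlated across 5180 oligonucleotides with a Pearson r of 0.82, where genes are not independent replicates. Each line is represented by 1 RNA sample per state, so the spread between plants is not known and the difference between the lines was not tested. The paper states, citing C20Y vs TFY, that GT-C20 responded more strongly to infection than Tifrunner. It also counts the genes up-expressed in C20Y vs C20N and describes nearly no response of Tifrunner in TFY vs TFN.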

The highly and moderately up-expressed genes were 52 and 126 respectively (C20Y *vs.* TFY). On the other hand, the susceptible line Tifrunner showed almost no response to *Aspergillus* infection (TFY *vs.* TFN). 

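In C20Y vs TFY, 54 oligonucleotides had a log2(Cy3/Cy5) of 2 or more, 144 lay between 1.5 and 2, 109 at −2 or less and 184 between −1.5 and −2. The deposited ratios with their deposited sign gave 52 and 126 positive and 51 and 99 negative oligonucleotides. The highest and lowest recomputed values were AH006190 at 3.40 ± 0.19 (SD, n = 3 spots) and AH001961 at −3.44 ± 0.51, whose deposited ratios are −3.08 and 2.77. The 4 hybridizations form a closed loop, so log2(C20Y/TFY) can also be computed as C20Y vs C20N plus C20N vs TFN minus TFY vs TFN. Measured and computed ratios correlated with a Pearson r of 0.84 across 5180 oligonucleotides, and their difference had an SD of 0.46. If the 4 arrays contributed equally, this is an SD of 0.23 per array, larger than the SD between spots within an array. The computed ratio had the sign of the measured one for 169 of 169 positive and 252 of 252 negative oligonucleotides past 1.5, and was itself past 1.5 for 53 and 151 of them. For AH006190 it was 1.35, well below the measured value. An effect of the dye that is constant for an oligonucleotide cancels in this comparison and cannot be seen in it.

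**Figure D3:**
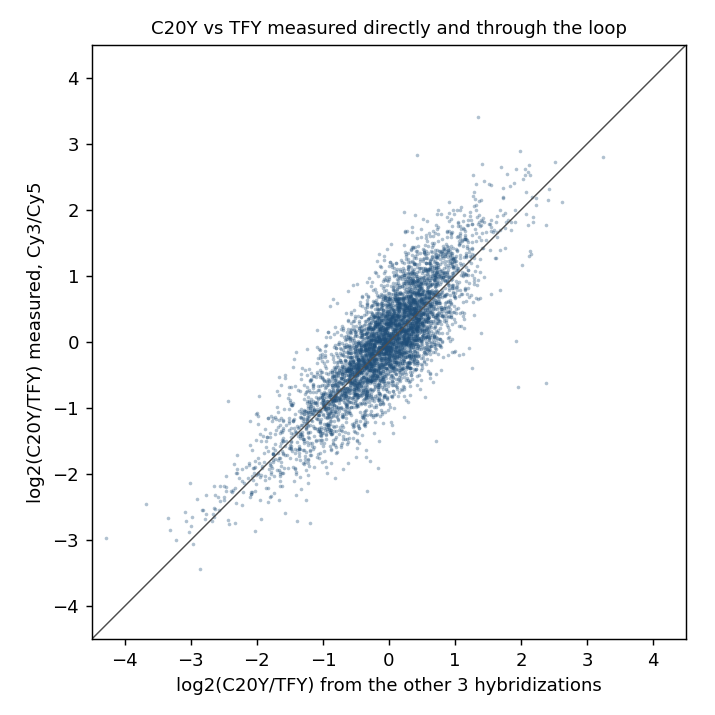
Measured log2(C20Y/TFY) (vertical axis) against the value computed from the other 3 hybridizations (horizontal axis), 1 point per oligonucleotide. The line marks equal values, and the points scatter around it with an SD of 0.46.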

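Between inoculated and non-inoculated kernels of Tifrunner, 9 oligonucleotides had a log2(Cy3/Cy5) between 1.5 and 2 and 1 between −1.5 and −2, and none reached 2 in either direction. The deposited ratios gave 1 positive and 4 negative oligonucleotides between 1.5 and 2 in size, by their deposited sign. The lowest was AH000059 at −1.84 ± 0.12 (SD, n = 3 spots), with a value of −1.93 from the other 3 hybridizations and a positive deposited ratio. The highest was AH000483 at 1.83 ± 0.37, which has no deposited ratio in this hybridization. Of the 9 positive oligonucleotides, 55.6% lay in the lowest 25% of intensity on this array. The count of these positive oligonucleotides was 4 without that part, 12 without loess and 110 after normexp background correction. That correction was run only on spots with signal in both channels, after their background had been added back.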

When under challenge by *Aspergillus* species, only one gene showed moderate up expression and four genes showed moderate down expression. 

**Table 2:** Statistics of differentially expressed genes among 6932 expressed genes in peanut as detected by microarray.

	Differential Expression			
Hybridizations	Up-high (Log_2_ ≥ 2)	Up-mod (Log_2_ ≥ 1.5 &< 2)	Down-high (Log_2_ ≤ −2)	Down-mod (Log_2 _≤ −1.5 & > −2)
C20Y *vs.* TFY	52	126	51	99
C20Y *vs.* C20N	25	40	9	38
C20N *vs.* TFN	9	31	3	19
TFY *vs.* TFN	0	1	0	4

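On the labelled dyes 24 oligonucleotides had a log2 ratio of 1.5 or more in both C20Y vs TFY and C20Y vs C20N, and 69 had one of −1.5 or less in both. By the deposited sign 41 oligonucleotides lay at 1.5 or more in both, and 38 of these were among the 69. The median recomputed ratio of the 24 was 1.96 in C20Y vs TFY and 1.79 in C20Y vs C20N. The largest C20Y vs TFY value among them was that of AH008363, at 3.23 ± 0.10 (SD, n = 2 spots), followed by AH006011 at 2.97 ± 0.15 (n = 3). With the second threshold lowered to 1.0, the recomputed ratios gave 58 and the deposited ones 97. Since the same C20Y sample was on both arrays, some overlap arises from that sample alone. In 200 simulations of 4 unrelated samples of equal spread, the overlap of as many top-ranked oligonucleotides averaged 11.4 for the positive direction, with a largest value of 21, and 28.6 for the negative, with a largest value of 41. The ratios of the 2 arrays correlated with an r of 0.59, against 0.42 in these simulations. The simulations assume samples of equal spread. A more widely spread C20Y sample would by itself raise both the overlap and r, so they do not settle whether the observed overlap exceeds what the shared sample brings.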

Table 3 shows the 62 genes among the 178 up-expressed genes shown in Table 2 column 1 and column 2 (52 up-high and 126 up-mod) that were consistently highly up-expressed in response to *Aspergillus* infection in GT-C20 across two experiments (C20Y *vs.* TFY; C20Y *vs.* C20N) with expression levels significantly elevated (log_2_ ≥ 1.5). 

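Among the 24 oligonucleotides at 1.5 or more in both C20Y hybridizations on the labelled dyes, 21 had a C20N vs TFN ratio, with a median of −0.21 and a range from −2.29 to 0.46. It was under 1.0 in size for 18 of them. Among the 41 oligonucleotides selected in the same way by the deposited sign, the deposited C20N vs TFN ratio had a median of −0.19 and ranged from −1.21 to 1.57, and it was under 1.0 in size for 36.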

While under non-infection condition, the expression levels are about the same as the susceptible line (C20N *vs.* TFN) (Table 3). Unfortunately, among the 62 expression elevated genes, only 8 genes were assigned biological functions based on their homologies to the corresponding genes in the database. The remaining 54 genes were classified as hypothetical proteins with no homologs in the existing database. From the consolidated data, we identified 22 genes in the resistant line (GT-C20) that were constitutively up-expressed compared with the susceptible line (Tifrunner) under infected (Table 4, C20Y *vs.* TFY, log_2_ values ≥ 1.5) and non-infected conditions (Table 4, C20N *vs.* TFN, log_2_ values ≥ 1.0). 

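On the labelled dyes 33 oligonucleotides had a log2 ratio of 1.5 or more in C20Y vs TFY and of 1.0 or more in C20N vs TFN. Their median was 2.00 in the first and 1.27 in the second. By the deposited sign 29 oligonucleotides met the same thresholds, and 23 of these were among the 36 that the labelled dyes place at −1.5 or less and −1.0 or less. AH006190 stood at 2.30 ± 0.10 (SD, n = 3 spots) in C20N vs TFN, and AH007569, at 2.89 ± 0.03 (n = 2) in C20Y vs TFY, stood at 1.76 ± 0.06 (n = 3). Raising the second threshold to 1.5 left 8 recomputed and 13 deposited oligonucleotides.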

Among the 22 genes, 5 genes showed slightly up-expression in response to *Aspergillus* infection compared with non-infection conditions (C20Y *vs.* C20N). 

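The C20Y vs C20N ratio of the 33 oligonucleotides higher in C20 on the labelled dyes ranged from −0.76 to 1.18 with a median of 0.32, and was 1.0 or more for 2 of them. For the 29 chosen by the deposited sign, the deposited C20Y vs C20N ratio was available for 28, ranged from −1.78 to 2.22 and was 1.0 or more for 6. AH006190 and AH007569 had recomputed values of 0.47 ± 0.10 and 0.23 ± 0.09 (SD, n = 3 spots).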

Table 5 lists 42 genes in the resistant line GT-C20 that were consistently highly down-expressed in response to *Aspergillus* infection. 

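Taking log2 ratios of −1.5 or less in both C20Y vs TFY and C20Y vs C20N as the rule, since the text gives no threshold for Table 5, the 69 oligonucleotides on the labelled dyes had medians of −2.22 and −1.86. The largest C20Y vs TFY values among them were those of AH001961 and of AH003951, the latter at −3.06 ± 0.09 (SD, n = 3 spots). The deposited sign placed 26 oligonucleotides under this rule, and 19 of them were among the 24 that the labelled dyes place at 1.5 or more in both. With the second threshold at −1.0 the numbers were 138 recomputed and 49 deposited, and 122 and 39 when the C20N vs TFN ratio also had to be under 1.0 in size.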

Table 6 lists 24 genes in the resistant line GT-C20 that were constitutively down-expressed in the absence of infection or slightly down-expressed in response to *Aspergillus* infection (C20Y *vs.* TFY).

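The mirror of the thresholds of Table 4, −1.5 or less in C20Y vs TFY and −1.0 or less in C20N vs TFN, was met by 36 oligonucleotides on the labelled dyes, with medians of −1.96 and −1.56. By the deposited sign it was met by 25, of which 22 were among the 33 that the labelled dyes place above the positive thresholds. The C20Y vs C20N ratio was available for 33 of the 36 and ranged from −2.35 to 1.62 with a median of 0.04, so it went both ways. The largest C20Y vs TFY values were those of AH004017, at −2.96 ± 0.26 (SD, n = 3 spots), and AH007487, at −2.74 ± 0.34. In C20N vs TFN the spots of AH004017 were widely spread, at −2.10 ± 0.71, and those of AH007487 were not, at −2.08 ± 0.03. In C20Y vs C20N the 2 oligonucleotides had −2.35 ± 0.08 and 1.10 ± 0.06, and in TFY vs TFN −0.16 ± 0.15 and 0.22 ± 0.34. The other 3 hybridizations thus do not add up closely to the measured C20Y vs TFY value of either.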

**Table 3:** Peanut genes consistently highly expressed in response to fungal infection.

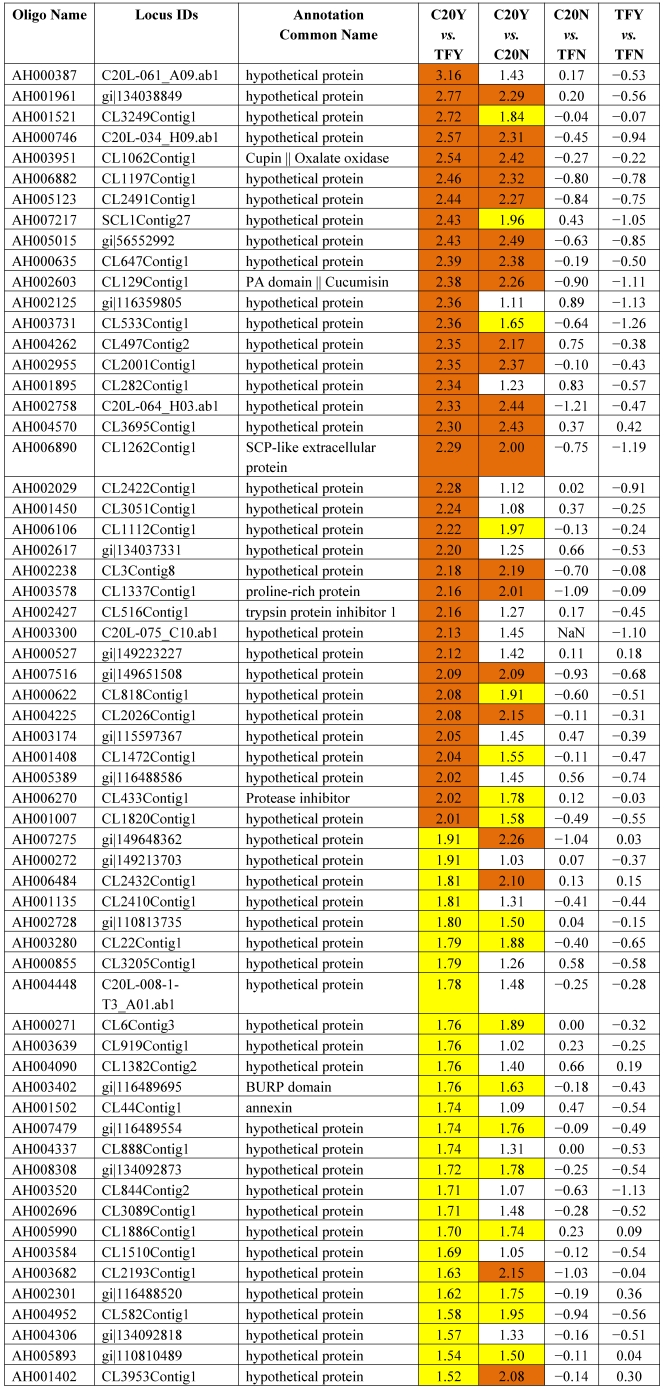

Note: The values are log_2_ ratios. For example, C20Y *vs.* TFY means log_2_ (C20Y/TFY). It is the expression level (RPKM) of resistant line GT-C20 compared with the susceptible line Tifrunner under *Aspergillus* infected condition (Y). The values are shaded red if ≥2 and shaded yellow if the values are ≥1.5 and <2. This applies to Table 4, Table 5, Table 6, and Table 7. The negative values are shaded green if ≤ −2 and shaded dark green if the values are ≤−1.5 and >−2.

**Table 4:** Resistant genes constitutively expressed.

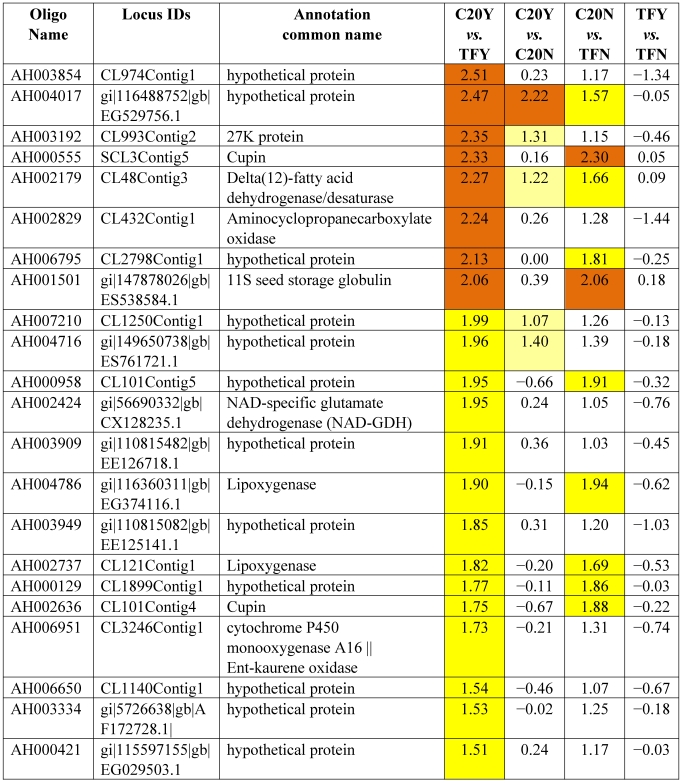

**Table 5:** Consistently down expressed genes in response to fungal infection.

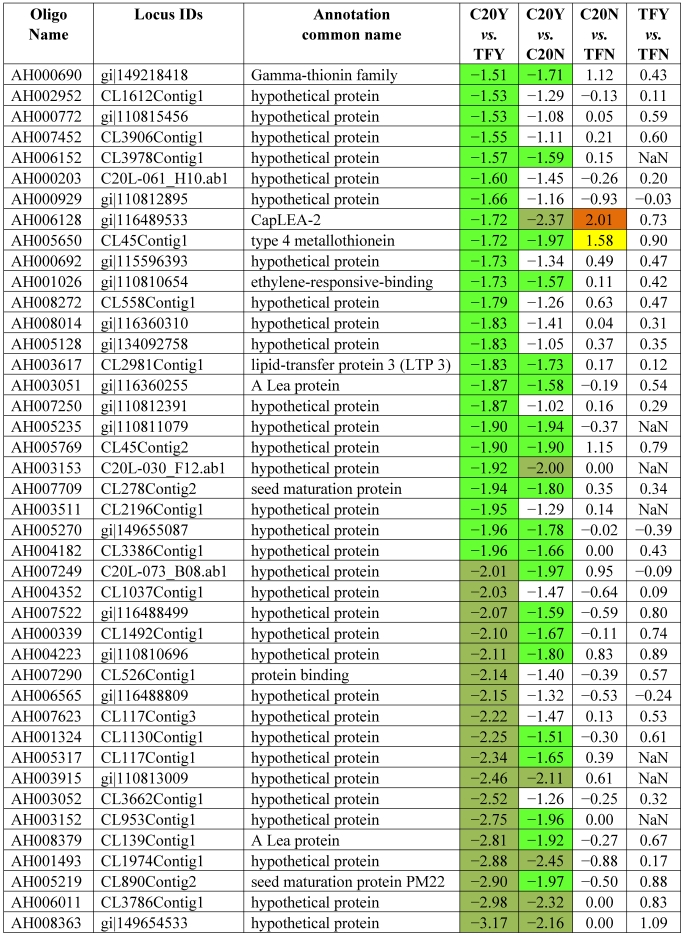

**Table 6:** Constitutively down expressed genes.

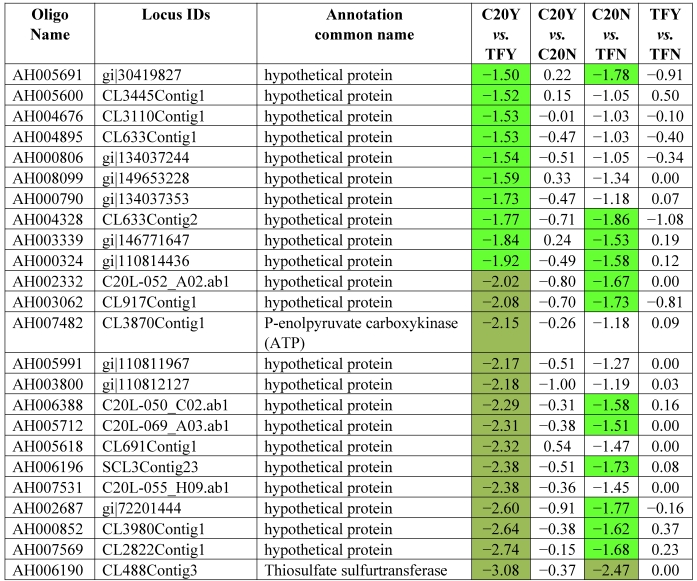

**Table 7:** GO biological processes of differentially expressed genes related to resistance.

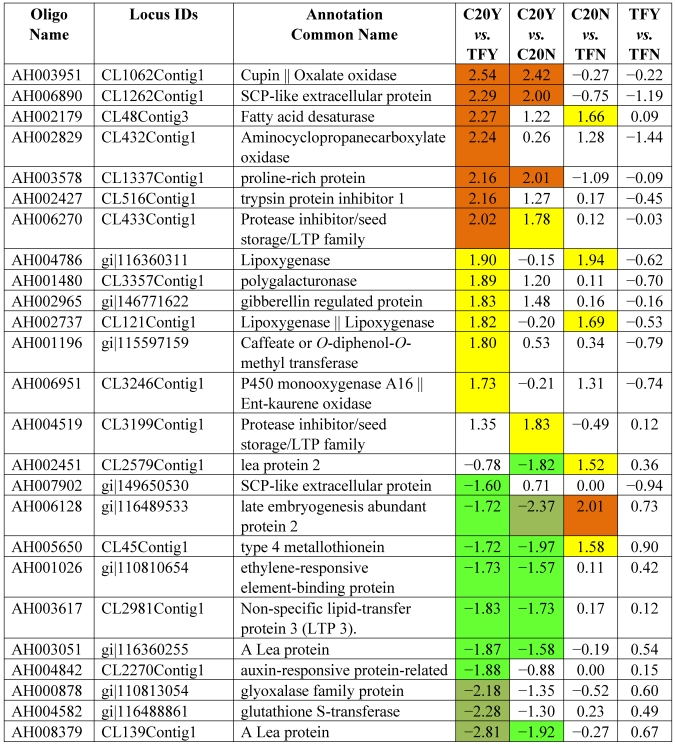

### 3.3. Genes Resistant to Fungal Infection in Other Crop Systems have been Identified

Among the genes whose putative biological functions have been postulated, we identified quite a few genes that were reportedly showing resistant to *Aspergillus* infection in other crop systems (Table 7). 

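Table 7 pairs 25 oligonucleotides with an annotation, and these pairings are the only gene names used here. The 98 ratios it prints for which a deposited ratio exists equal the deposited ratios when compared at 2 significant digits. Of these, 53 were 1.0 or more in size and had a recomputed ratio, and the recomputed log2(Cy3/Cy5) had the opposite sign for all 53. In C20Y vs TFY, 13 of the 25 lay at −1.5 or less and 9 at 1.5 or more on the labelled dyes. By the deposited sign 13 lay at 1.5 or more and 10 at −1.5 or less. Over the 23 entries with more than 1 spot measured in C20Y vs TFY, the SD between spots had a median of 0.08 and a largest value of 0.39.

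**Figure D4:**
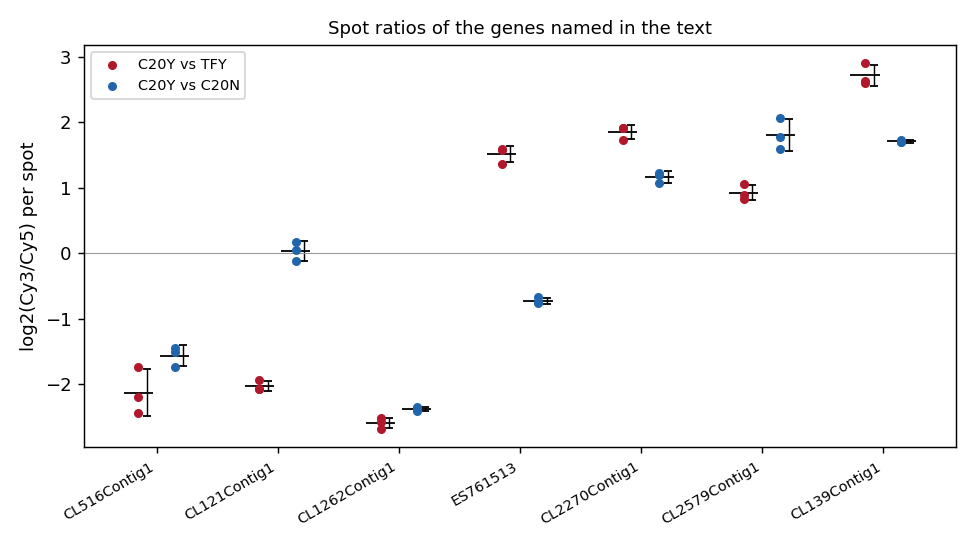
Log2(Cy3/Cy5) of each spot (points) for 7 genes named by locus in the text, in C20Y vs TFY and C20Y vs C20N, with the mean (long bar) and SD between spots (error bar). CL516Contig1 and CL1262Contig1 lie below 0 and CL2270Contig1, CL2579Contig1 and CL139Contig1 above 0 in both hybridizations.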

The trypsin protein inhibitor 1 (CL516Contig1) was demonstrated to be resistant to *A. flavus* infection in corn [24,25,26,27]. The lipoxygenase (CL121Contig1) also showed anti-fungal activities in peanut, corn, and soybean [28,29,30,31]. Several lines of evidence have indicated that lipoxygenase enzymes and their products, especially 9S- and 13S-hydroperoxy fatty acids, could play a role in the *Aspergillus*/seed interaction. Both hydroperoxides exhibit sporogenic effects on *Aspergillus* spp. and differentially modulate aflatoxin pathway gene transcription. 

Previous studies through gene cloning and characterization reported [28,29,30,31,32] the role of seed lipoxygenases, a peanut seed gene, PnLOX1. Analysis of its nucleotide sequence suggests that PnLOX1 encodes a predicted 98 kDa protein highly similar in sequence and biochemical properties to soybean LOX2. The full-length PnLOX1 cDNA was subcloned into an expression vector to determine the type(s) of hydroperoxide products that the enzyme produces. Analysis of the oxidation products of PnLOX1 revealed that it produced a mixture of 30% 9S-HPODE (9S-hydroperoxy-10E, 12Z-octadecadienoic acid) and 70% 13S-HPODE (13S-hydroperoxy-9Z, 11E-octadecadienoic acid) at pH 7. PnLOX1 is an organ-specific gene which is constitutively expressed in immature cotyledons but is highly induced by methyl jasmonate, wounding, and *Aspergillus* infections in mature cotyledons. Examination of HPODE production in infected cotyledons suggests PnLOX1 expression may lead to an increase in 9S- HPODE in the seed [28,29,30,31,32]. The human lipoxigenase was also reported to degrade aflatoxin B1 by oxidative metabolism [33,34]. Those genes demonstrating resistance to fungal infection in other crops such as corn and soybean were also identified in peanut through this microarray gene profiling experiment. This result indicates that our data are consistent with previous studies in other crops and that this study provides new evidence for the roles of these proteins in protection against fungal infection.

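The oligonucleotide for trypsin protein inhibitor 1 (CL516Contig1) had a log2(Cy3/Cy5) of −2.13 ± 0.36 (SD, n = 3 spots) in C20Y vs TFY and −1.57 ± 0.16 in C20Y vs C20N, with deposited ratios of 2.16 and 1.27. In the kernels without inoculation it differed little between the lines, at −0.13 ± 0.08 in C20N vs TFN. The lipoxygenase CL121Contig1 had −2.03 ± 0.08 in C20Y vs TFY and −1.77 ± 0.06 in C20N vs TFN, with deposited ratios of 1.82 and 1.69, so the 2 lines differed with and without inoculation. Its C20Y vs C20N ratio was 0.04 ± 0.15, within the SD between spots from 0. A second oligonucleotide annotated as lipoxygenase in Table 7, AH004786, showed the same arrangement, with −1.99 ± 0.12 in C20Y vs TFY, a deposited ratio of 1.94 in C20N vs TFN and a recomputed 0.30 ± 0.17 in C20Y vs C20N. By the labelled dyes these 3 oligonucleotides gave less signal in C20Y than in TFY, and by the deposited sign more. The paper states that genes tied to fungal resistance in other crops were also identified in peanut, and takes this as new evidence for roles of these proteins in protection against fungal infection.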

### 3.4. Defense-Related Genes Identified by Peanut Seed EST Database Search

The EST sequences from “GT-C20” and “Tifrunner” were compared individually against peanut seed EST database. Among the EST sequences with *R* > 4 [35], only three up-regulated putative defense-related genes were identified in both “GT-C20” and “Tifrunner” seed libraries. They were putative desiccation-related protein PCC13-62 precursor, serine protease inhibitor, and seed maturation protein LEA 4. Six up-regulated EST sequences were observed only in “GT-C20” seed EST libraries, and matched previous reported known proteins including PR10 protein, defensin protein, and calmodulin. In the “Tifrunner” seed EST libraries, five defense-related genes such as metallothionein-like protein, heat shock protein and Cu/Zn superoxide dismutase II exhibited significant up-regulation. 

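For CL2579Contig1, annotated in Table 7 as a LEA protein, log2(Cy3/Cy5) was 1.81 ± 0.24 (SD, n = 3 spots) in C20Y vs C20N, 0.92 ± 0.11 in C20Y vs TFY and −1.44 ± 0.21 in C20N vs TFN. The deposited ratios were −1.82, −0.78 and 1.52. For CL139Contig1, also a LEA protein, the values were 1.71 ± 0.02 in C20Y vs C20N and 2.72 ± 0.17 in C20Y vs TFY, with deposited ratios of −1.92 and −2.81, while C20N vs TFN was 0.02 ± 0.14. In Tifrunner the infection ratios, TFY vs TFN, were −0.37 ± 0.08 and −0.78 ± 0.05. The C20Y vs C20N ratios are thus positive on the labelled dyes and negative by the deposited sign, and both lie far outside the spread between spots.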

In the microarray experiments, several of the late embryo abundant (LEA) or late embryogenesis protein (LEA proteins) (CL2579Contig1 and CL139Contig1) were demonstrated highly or moderately down-expressed during fungal infection. The growth hormone genes for ethylene and auxin-responsive proteins (CL2270Contig1) were also down-expressed upon fungal infection. It is interesting to find that one of the SCP-like extracellular proteins was up-expressed (CL1262Contig1) while the other SCP-like extracellular proteins were down-expressed (ES761513.1|ES761513). 

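The auxin-responsive protein CL2270Contig1 had a log2(Cy3/Cy5) of 1.17 ± 0.09 (SD, n = 3 spots) in C20Y vs C20N and 1.85 ± 0.10 in C20Y vs TFY, with deposited ratios of −0.88 and −1.88. It was measured in 1 spot in C20N vs TFN, at 0.75. The oligonucleotide that Table 7 annotates as an ethylene-responsive element-binding protein, AH001026, had 1.81 ± 0.07 in C20Y vs C20N and 1.82 ± 0.03 in C20Y vs TFY, with deposited ratios of −1.57 and −1.73. In TFY vs TFN it had −0.31 ± 0.03.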

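Of the 2 SCP-like extracellular proteins, CL1262Contig1 had a log2(Cy3/Cy5) of −2.60 ± 0.08 (SD, n = 3 spots) in C20Y vs TFY and −2.38 ± 0.03 in C20Y vs C20N, with deposited ratios of 2.29 and 2.00. ES761513 had 1.52 ± 0.13 in C20Y vs TFY, with a negative deposited ratio. In C20Y vs C20N it went the same way as CL1262Contig1, at −0.73 ± 0.05, with a deposited ratio of 0.71. The genes thus differed in direction between the lines in inoculated kernels and not in the infection ratio within GT-C20. In TFY vs TFN both were positive, at 1.06 ± 0.07 and 1.05 ± 0.15. In the kernels without inoculation, C20N vs TFN, CL1262Contig1 had 0.67 ± 0.10. No spot of ES761513 was measured in both channels there. The value computed for it from the other 3 hybridizations was 3.30, a positive direction on the labelled dyes that was not measured directly. Such a value would mean a strong C20N signal in Cy3. On that array only 15 spots had signal in Cy3 alone, against 3000 in Cy5 alone and 1519 in neither, so the computed direction is doubtful. Which channel lacked signal for ES761513 was not examined.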

The mechanisms of their expression in response to fungal infection deserves further investigation.

## 4. Conclusions

We described the sequence and assembly of 13,879 unique peanut ESTs, designed and constructed a 6932 gene-element oligonucleotide microarray, and analyzed the results of gene screening on the resistant genes in peanut in response to *Aspergillus* infection. More importantly, we identified resistant genes that are highly expressed in response to fungal infection. These genes could be valuable resources for follow-on research to transfer genes into commercial peanut cultivars through conventional breeding, marker assisted breeding, or through gene transfer by biotechnology. In addition, genetic regulation may be employed to boost the expression levels of these genes in the commercial cultivars to reduce or prevent aflatoxin contamination in peanut crop. EST and microarray technology has been demonstrated as robust in screening and identifying resistant or susceptible genes in large scale if not at the genome scale. Due to the lack of peanut whole genome sequence progress, the majority of the ESTs encode hypothetical proteins with unknown functions. We here demonstrate that using EST sequences and microarray strategies to screen and profile resistance genes provides a robust approach for identifying resistance genes and resistance gene candidates in the absence of a peanut genome sequence. Data presented in this report significantly identified gene targets for future crop improvement manipulation. Both the research methods and the resulting data will prove useful in crop improvement and aflatoxin contamination prevention.

How the deposited data were processed for this re-analysis (not part of the article)

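Immature kernels of GT-C20 and Tifrunner, with and without inoculation, gave 4 RNA samples that were compared on 4 two-colour arrays, 1 per comparison. The flip-dye hybridizations named in the methods were not analysed here. Samples were assigned to hybridizations and dyes from the sample labels, which list the same 4 pairs as the methods. The labels and the methods both give inoculation at 60 days after planting and harvest 30 days later.

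The authors deposited for each spot the integrated intensity of both channels after local background subtraction, the background of each channel, flags and a quality score, all written by TIGR Spotfinder. Spots flagged as not detected are stored as 0. The score of the authors' software was not used as a filter. The authors also deposited a table of log2 ratios, with 1 value per oligonucleotide and hybridization. According to the paper all ratios were log2-transformed and analysed in MeV. The normalization and the way spots or flip-dye slides were combined are not given in the sources used here. The scale of that table is log2 and its columns are centred near 0. Its direction was found by comparison with the spot intensities to be Cy5 over Cy3. Every per-sample column used was mapped to a sample by its label.

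The array files name no oligonucleotides, so the layout was recovered from the data. Each of 48 sub-grids holds 3 bands of 8 rows that repeat the same positions, shifted by 7 of 22 columns, and each of the 22 columns holds 1 plate of 384 wells. Ratios of repeated spots correlated with an r between 0.87 and 0.96. The oligonucleotide at each position was found by correlating ratios across arrays with the deposited table, and all wells followed 1 printing rule. With each array left out of this search in turn, its own ratios correlated with its deposited ratios with an r of −0.97, −0.93, −0.95 and −0.85, while 21 other assignments of plates to columns gave a size of at most 0.055. The deposited ratios thus enter the recomputed values through the layout alone.

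Ratios were computed in R 4.3.3 with limma 3.58.1 as log2(Cy3/Cy5) for spots above 0 in both channels. The intensities are already background-subtracted and no further correction was made for the main values. For the normexp alternative the stored background was added back to the spots above 0 in both channels. Spots stored as 0 took no part in it, so its counts may differ from those of a run on all spots. A loess curve with a span of 0.3 was subtracted within each array, and the spots of an oligonucleotide were averaged. The loess step was tested on simulated data with 200 changed oligonucleotides per array. The planted changes were 2 or more in size, as many up as down, and the noise was that between spots only. All 200 were called with the right sign at 1.5 on each array, and 0 unchanged ones were called. Changes so far past the threshold could hardly be missed. The counts show only that loess kept large, balanced changes, not how it treats smaller or one-sided ones. Summaries and plots were made in Python 3.11.15 with numpy, pandas and matplotlib. Thresholds of 1.5, 2 and 1.0 are those of the results section. Intervals for the channel test are from 1000 bootstrap draws over oligonucleotides.

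The precision is limited by the number of arrays. The SD between spots is technical, and the closed loop of 4 arrays adds a measure of noise between arrays. Neither covers differences between plants, so no p-value was computed for a single comparison. An effect of inoculation common to both lines was fitted with limma to C20Y vs C20N and TFY vs TFN, and an effect of line common to both inoculation states to C20Y vs TFY and C20N vs TFN. Each fit takes 2 arrays that share no sample as pairs, with empirical Bayes variances and Benjamini-Hochberg adjustment. In simulated data, 200 changed oligonucleotides had effects of 2 or more in size, equal on both arrays, and all oligonucleotides had the same spread. There, 200 were called for inoculation with 8 unchanged ones, and 199 for line with 9. In the data no TFY vs TFN ratio reached 2 in size. The simulation therefore does not show how many smaller effects, or effects under unequal spread, the fits would miss. Correlations are across genes, which are not independent replicates.

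The genes named were fixed by rule before the data were examined, though the values printed in the paper's tables had been seen. They are the 7 loci named in the text, the 2 highest and 2 lowest oligonucleotides of each array with all 3 spots measured, the 2 with the largest C20Y vs TFY value in each of the 4 lists, and the entries of Table 7, given as counts and medians. AH004786 and AH001026 are entries of Table 7 that were singled out after their values were seen. No other annotation was matched to the oligonucleotide identifiers, so the planned summary by gene class was not run. Alternatives set before the data were examined were the deposited ratios, no loess, loess within sub-grids, arrays scaled to the same spread, normexp background correction with an offset of 50, the median of spots, only oligonucleotides with every spot measured, the lowest 25% of intensity left out, each of the 3 spots left out, and other thresholds. The deposited ratios with their deposited sign and the fits of common effects were added after seeing the data.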

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

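The test of dye bias, and the rule that decides each of the 3 tests of the infection ratios, were chosen only after the correlations they bear on had been seen.

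Among 152 oligonucleotides past 1.5 in C20Y vs C20N with a TFY vs TFN ratio, 66.4% had the opposite sign in TFY vs TFN, against 52.8% over all 6527 oligonucleotides in both arrays. This was singled out because the same contrast, inoculated against not, went opposite ways in the 2 lines. The difference was not tested, since each line has 1 array. The opposite share was 30 of 45 for the positive and 71 of 107 for the negative oligonucleotides, and the median TFY vs TFN ratio was −0.31 for the former and 0.21 for the latter, small beside the threshold. Over all oligonucleotides the Pearson r between the infection ratios was −0.124 and Spearman's rho −0.081, with genes not independent replicates. Intensity or sub-grid bias left in the ratios would have lost the negative r under loess within each sub-grid, where it was −0.152. A dye bias of single oligonucleotides gives a positive r, because the inoculated sample carries the same dye on both arrays. A few oligonucleotides with large ratios do not carry it alone, because without those past 1.5 in C20Y vs C20N it was −0.0802. The relation does not depend on the direction of the ratios, since turning both arrays leaves it as it is, and in the deposited table r was −0.222. What stays open is the make-up of the 4 RNA samples. Each is 1 sample of immature kernels, and a difference in kernel stage between samples cannot be separated from the inoculation. That difference and a different response of the lines are both untested.

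The slides carry 1516 positions that the deposited table does not list, and 45 of these were measured in all 3 spots of all 4 arrays. They were singled out as a signal in data the paper does not report on. General background on the slide was weighed as the cause, but at most 0.0434% of the 2304 empty spots were measured on any array, against 6.27% to 17.2% of the spots at unlisted positions. What was printed there is not known from the sources used here. In any array, 822 of the positions had no measured spot, which does not exclude signal in a single channel. No biological explanation was tested.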

How the results depend on the processing

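The deposited ratios with their deposited sign and the paired fits of common effects were chosen after seeing the data. Counts within 1.5 times of the main count are taken as kept. Taking the median of spots kept all 13 counts of oligonucleotides past a size, and so did removing the loess step and leaving out each of the 3 spots in turn. In each of those settings r of the loop and r of the 2 estimates of the difference between lines stayed within the spread between single spots.

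With the deposited ratios turned to Cy3 over Cy5, the values that moved were 178 against 293 for negative in C20Y vs TFY, 65 against 107 for negative in C20Y vs C20N, 4 against 9 for positive in TFY vs TFN, 41 against 69 for negative in both C20Y hybridizations, 0.877 against 0.84 for r of the loop and 0.859 against 0.816 for r of the 2 estimates of the difference between lines. With the deposited ratios in their deposited sign, a setting chosen after seeing the data, they were 150 against 293 for negative in C20Y vs TFY, 47 against 107 for negative in C20Y vs C20N, 40 against 21 for positive in C20N vs TFN, 22 against 50 for negative in C20N vs TFN, 1 against 9 for positive in TFY vs TFN, 4 against 1 for negative in TFY vs TFN, 41 against 24 for positive in both C20Y hybridizations, 26 against 69 for negative in both C20Y hybridizations, 0.877 against 0.84 for r of the loop and 0.859 against 0.816 for r of the 2 estimates of the difference between lines. Loess within each sub-grid gave 2 against 1 for negative in TFY vs TFN, 0.848 against 0.84 for r of the loop and 0.83 against 0.816 for r of the 2 estimates of the difference between lines. Scaling the arrays to the same median absolute deviation gave 10 against 198 for positive in C20Y vs TFY, 21 against 293 for negative in C20Y vs TFY, 70 against 21 for positive in C20N vs TFN, 127 against 50 for negative in C20N vs TFN, 37 against 9 for positive in TFY vs TFN, 4 against 1 for negative in TFY vs TFN, 381 against 588 for the total changed, 4 against 24 for positive in both C20Y hybridizations, 15 against 69 for negative in both C20Y hybridizations, 3 against 33 for positive in C20 with and without inoculation, 5 against 36 for negative in C20 with and without inoculation, 0.836 against 0.84 for r of the loop and 0.72 against 0.816 for r of the 2 estimates of the difference between lines. After normexp background correction the values were 427 against 198 for positive in C20Y vs TFY, 545 against 293 for negative in C20Y vs TFY, 134 against 46 for positive in C20Y vs C20N, 245 against 107 for negative in C20Y vs C20N, 93 against 21 for positive in C20N vs TFN, 126 against 50 for negative in C20N vs TFN, 110 against 9 for positive in TFY vs TFN, 36 against 1 for negative in TFY vs TFN, 1354 against 588 for the total changed, 54 against 24 for positive in both C20Y hybridizations, 155 against 69 for negative in both C20Y hybridizations, 74 against 33 for positive in C20 with and without inoculation, 88 against 36 for negative in C20 with and without inoculation, 0.807 against 0.84 for r of the loop and 0.78 against 0.816 for r of the 2 estimates of the difference between lines. Restricting to oligonucleotides with every spot measured gave 13 against 21 for positive in C20N vs TFN, 20 against 33 for positive in C20 with and without inoculation, 0.872 against 0.84 for r of the loop and 0.853 against 0.816 for r of the 2 estimates of the difference between lines. Leaving out the lowest 25% of intensity gave 13 against 21 for positive in C20N vs TFN, 4 against 9 for positive in TFY vs TFN, 0.867 against 0.84 for r of the loop and 0.847 against 0.816 for r of the 2 estimates of the difference between lines. At a threshold of 2, the rule of the methods section, the counts were 54 against 198 for positive in C20Y vs TFY, 109 against 293 for negative in C20Y vs TFY, 6 against 46 for positive in C20Y vs C20N, 34 against 107 for negative in C20Y vs C20N, 8 against 21 for positive in C20N vs TFN, 22 against 50 for negative in C20N vs TFN, 0 against 9 for positive in TFY vs TFN, 0 against 1 for negative in TFY vs TFN and 195 against 588 for the total changed. With the second comparison at 1.0 the lists held 58 against 24 for positive in both C20Y hybridizations and 138 against 69 for negative in both C20Y hybridizations. When C20N vs TFN also had to be under 1.0 in size they held 48 against 24 for positive in both C20Y hybridizations and 122 against 69 for negative in both C20Y hybridizations. With the second comparison at 1.5 the lists in C20 with and without inoculation held 8 against 33 for positive in C20 with and without inoculation and 18 against 36 for negative in C20 with and without inoculation. The cause of these moves was not tested, apart from the settings that leave out oligonucleotides or raise a threshold, which can only lower a count, and those that lower a threshold, which can only raise it.

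Of 464 values of the 43 ratios of named genes under these alternatives, 357 lay within 1 SD between spots and 107 further away. Several alternatives could not move a ratio by more than 1 SD. The median of spots and the mean without a spot stay within it by construction. Requiring every spot, or leaving out dim oligonucleotides, keeps a ratio unchanged or drops it. The 107 therefore come from the deposited ratios, the changes to loess, scaling and normexp. The 357 include values that could not move, so their share does not measure how stable the ratios are. For the 26 ratios of 1.5 or more in size none changed sign under the alternatives set before the data were examined, all of which are expressed as Cy3 over Cy5. The deposited ratios were turned to that direction first, and scaling cannot change a sign. The absence of sign changes therefore says nothing about which direction is right. The largest move was 2.06, for AH003353 in TFY vs TFN after normexp background correction. A ratio needs signal above background in both channels. The share of spots measured in both was 68.6% in C20Y vs TFY, 87.7% in C20Y vs C20N, 78.2% in C20N vs TFN and 88.5% in TFY vs TFN. The median Cy3 intensity of these spots was 3.82, 3.84, 4.22 and 5.55 times the median background in the same order. Why fewer spots were measured in C20Y vs TFY was not tested.

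With the 2 lines taken as pairs, limma with Benjamini-Hochberg adjustment called 0 of 6527 oligonucleotides for an inoculation effect common to both lines, and 0 under each of the other settings, with a smallest adjusted p between 0.634 and 1.00. At an unadjusted p under 0.05 it counted 203, where chance gives 326, and 140 to 284 over the settings. No other tool was run. With the inoculation states taken as pairs, it called 10 of 5225 oligonucleotides for a line effect common to both states. Of these 9 were lower in C20 on the labelled dyes and AH006190 was higher. At an unadjusted p under 0.05 there were 682, where chance gives 261. No oligonucleotide was called, 0 in either direction, with the deposited ratios in either sign, without loess, with loess within sub-grids, with scaled arrays, after normexp, with the median of spots or with every spot measured. Leaving out the lowest 25% of intensity gave 8 higher and 14 lower. Leaving out single spots gave 0 to 33 higher and 0 to 47 lower, and the calls came without the first spot. The smallest adjusted p ranged from 0.00122 to 0.201 over the settings, so the adjusted calls for line depend on the processing. Each fit has 1 residual degree of freedom per oligonucleotide and borrows the rest from the other oligonucleotides, with a prior of 4.27 to 15.6 degrees of freedom for line. It assumes that the effect is equal in both pairs. A dye bias of an oligonucleotide adds to both effects, since the first-named sample carries Cy3 on every array.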

Differences from the paper's values

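The paper's ratios are the deposited ratios, which run Cy5 over Cy3, and the values here run Cy3 over Cy5, the first-named over the second-named sample by the sample labels. Each recomputed value is therefore also given turned to Cy5 over Cy3, and compared with the paper in that direction. With the deposited sign, a setting chosen after seeing the values, the deposited ratios give every count of Table 2, the total of changed genes and the ratios of Table 7, and drop none of the entries of Table 7.

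For highly up-expressed genes in C20Y vs TFY, the paper gives 52, and the recomputed count was 54 on the labelled dyes and 109 turned to Cy5 over Cy3. Of the alternatives set before the data were examined, turned in the same way, the deposited ratios (52) came within 1.5 times of the paper and the others did not. The paper's count of moderately up-expressed genes in C20Y vs C20N is 40, against 73 turned to Cy5 over Cy3 and 40 on the labelled dyes. Among the settings fixed before the data were examined, turned alike, the deposited ratios (40) and the lowest 25% of intensity left out (60) came within 1.5 times of the paper and the others did not. Turned to Cy5 over Cy3 there were 22 highly up-expressed genes in C20N vs TFN, against 8 on the labelled dyes and 9 in the paper. Under the alternatives planned before the data were examined, also turned, the deposited ratios (9) came within 1.5 times of the paper and the others did not. For highly down-expressed genes in C20N vs TFN, the paper gives 3, and the recomputed count was 22 on the labelled dyes and 8 turned to Cy5 over Cy3. Of the alternatives set before the data were examined, turned in the same way, the deposited ratios (3), loess within sub-grids (4), only oligonucleotides with every spot measured (3) and the lowest 25% of intensity left out (3) came within 1.5 times of the paper and the others did not. The paper's count of moderately down-expressed genes in TFY vs TFN is 4, against 9 turned to Cy5 over Cy3 and 1 on the labelled dyes. Among the settings fixed before the data were examined, turned alike, the deposited ratios (4), only oligonucleotides with every spot measured (6) and the lowest 25% of intensity left out (4) came within 1.5 times of the paper and the others did not. Turned to Cy5 over Cy3 there were 293 up-expressed genes in C20Y vs TFY, against 198 on the labelled dyes and 178 in the paper. Under the alternatives planned before the data were examined, also turned, the deposited ratios (178), loess within sub-grids (266), only oligonucleotides with every spot measured (220) and the lowest 25% of intensity left out (218) came within 1.5 times of the paper and the others did not. For genes constitutively up in C20, the paper gives 22, and the recomputed count was 33 on the labelled dyes and 36 turned to Cy5 over Cy3. Of the alternatives set before the data were examined, turned in the same way, the deposited ratios (29), loess within sub-grids (30), only oligonucleotides with every spot measured (29), the lowest 25% of intensity left out (27), the first spot left out (32), the third spot left out (32) and the second comparison at 1.5 (18) came within 1.5 times of the paper and the others did not. The paper's count of genes down in both C20Y hybridizations is 42, against 24 turned to Cy5 over Cy3 and 69 on the labelled dyes. Among the settings fixed before the data were examined, turned alike, normexp background correction (54), the second comparison at 1.0 (58) and the second comparison at 1.0 with C20N vs TFN under 1.0 in size (48) came within 1.5 times of the paper and the others did not.

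Other counts are apart from the paper on the labelled dyes but come within 1.5 times of it when turned to Cy5 over Cy3. In that direction they are 54 for highly down-expressed genes in C20Y vs TFY (109 on the labelled dyes, 51 in the paper), 144 for moderately down-expressed genes in C20Y vs TFY (184 on the labelled dyes, 99 in the paper), 34 for highly up-expressed genes in C20Y vs C20N (6 on the labelled dyes, 25 in the paper), 6 for highly down-expressed genes in C20Y vs C20N (34 on the labelled dyes, 9 in the paper), 40 for moderately down-expressed genes in C20Y vs C20N (73 on the labelled dyes, 38 in the paper), 28 for moderately up-expressed genes in C20N vs TFN (13 on the labelled dyes, 31 in the paper), 1 for moderately up-expressed genes in TFY vs TFN (9 on the labelled dyes, 1 in the paper), 69 for genes up in both C20Y hybridizations (24 on the labelled dyes, 62 in the paper) and 6 for constitutively up genes that also rose in C20Y vs C20N (2 on the labelled dyes, 5 in the paper). The deposited ratios with their deposited sign gave 41 for genes up in both C20Y hybridizations and 26 for genes down in both. Neither is within 1.5 times of the paper, so a threshold of 1.5 in both comparisons does not give these 2 list sizes on the deposited ratios. With the second comparison at 1.0 they gave 97 and 49, of which only the latter came within 1.5 times. When C20N vs TFN also had to be under 1.0 in size they gave 83 and 39, both within 1.5 times.

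For the 7 genes named by locus in the text, the C20Y vs TFY and C20Y vs C20N ratios of Table 7 have the sign opposite to the values here on the labelled dyes, and the sign of the values turned to Cy5 over Cy3. For CL516Contig1 the recomputed log2 ratio was −2.13 in C20Y vs TFY, or 2.13 turned, against about 2.2 in Table 7, read by eye, a difference within the spread between spots. It was −1.57 in C20Y vs C20N, or 1.57 turned, against about 1.3 in Table 7, read by eye, and the deposited ratios came within the spread between spots. For CL121Contig1 the recomputed log2 ratio was −2.03 in C20Y vs TFY, or 2.03 turned, against about 1.8 in Table 7, read by eye, and the deposited ratios came within the spread between spots. It was 0.0351 in C20Y vs C20N, or −0.0351 turned, against about −0.2 in Table 7, read by eye, and the deposited ratios, loess within sub-grids and the first spot left out came within the spread between spots. For CL1262Contig1 the recomputed log2 ratio was −2.60 in C20Y vs TFY, or 2.60 turned, against about 2.3 in Table 7, read by eye, and the deposited ratios came within the spread between spots. It was −2.38 in C20Y vs C20N, or 2.38 turned, against about 2 in Table 7, read by eye, and the deposited ratios came within the spread between spots. For ES761513 the recomputed log2 ratio was 1.52 in C20Y vs TFY, or −1.52 turned, against about −1.6 in Table 7, read by eye, a difference within the spread between spots. It was −0.73 in C20Y vs C20N, or 0.73 turned, against about 0.71 in Table 7, read by eye, a difference within the spread between spots. For CL2270Contig1 the recomputed log2 ratio was 1.85 in C20Y vs TFY, or −1.85 turned, against about −1.9 in Table 7, read by eye, a difference within the spread between spots. It was 1.17 in C20Y vs C20N, or −1.17 turned, against about −0.88 in Table 7, read by eye, and the deposited ratios and loess within sub-grids came within the spread between spots. For CL2579Contig1 the recomputed log2 ratio was 0.92 in C20Y vs TFY, or −0.92 turned, against about −0.78 in Table 7, read by eye, and the deposited ratios, no loess, loess within sub-grids and the first spot left out came within the spread between spots. It was 1.81 in C20Y vs C20N, or −1.81 turned, against about −1.8 in Table 7, read by eye, a difference within the spread between spots. For CL139Contig1 the recomputed log2 ratio was 2.72 in C20Y vs TFY, or −2.72 turned, against about −2.8 in Table 7, read by eye, a difference within the spread between spots. It was 1.71 in C20Y vs C20N, or −1.71 turned, against about −1.9 in Table 7, read by eye, and the deposited ratios came within the spread between spots. The alternatives named in these sentences were set before the data were examined and are compared turned to Cy5 over Cy3, and where the value lay outside the spread between spots, or the rounding of Table 7 if larger, those not named did too. The deposited ratios match Table 7 at 2 significant digits.

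Table 7 lists trypsin protein inhibitor 1 and lipoxygenase with positive ratios in C20Y vs TFY, and the paper describes LEA, auxin-responsive and ethylene-responsive genes as down-expressed on infection. On the labelled dyes the C20Y vs TFY ratios of the first pair were −2.13 and −2.03, and the C20Y vs C20N ratios of the LEA genes, the auxin-responsive gene and the ethylene-responsive gene were 1.81, 1.71, 1.17 and 1.81. Table 2 counts more genes up than down in GT-C20 on infection. In C20Y vs C20N 46 were positive and 107 negative on the labelled dyes, and turned to Cy5 over Cy3 the numbers change places. The paper's statement that few genes changed in Tifrunner on infection matches the 10 oligonucleotides past 1.5 in the main setting here. That number depends on the processing, with 37 positive and 4 negative in scaled arrays and 110 and 36 after normexp background correction.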

Other observations

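The test of the spot layout and the test of array noise were chosen only after the results they bear on had been seen.

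The deposited ratios run opposite to Cy3 over Cy5 on all 4 arrays, so that on the labelled dyes they are second-named over first-named sample. The reverse of the labelled dyes on all slides would have put C20Y in Cy5. Between the 2 arrays that share C20Y the Cy3 channel would then take up nearly all of the difference in ratio, and it took up 0.217. An exchange of the dyes on a single array would bring the measured and the computed C20Y vs TFY ratio closer when that array is turned, and the smallest SD of their difference after such a turn was 0.794, against 0.460 without one. A wrong spot layout would leave other layouts with correlations of the same size, and the largest over other assignments of plates to columns was 0.0547. What stays open is how the deposited table was made, including whether flip-dye slides entered it. One hypothesis is that the deposited ratios may have been formed as channel B over channel A and read as first-named over second-named. The values above are in line with it, but the processing records that would settle it were not analysed here. If the labelled dyes hold, the lists of genes up and down in C20 trade places.

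C20Y vs TFY had the widest ratios of the 4 hybridizations and the fewest measured spots. Noise of that array alone adds nothing to the covariance of its ratio with the C20Y vs TFY ratio computed from the other 3 arrays. The SD that the measured and the computed ratio share, the square root of their covariance, was 0.724 (bootstrap 95% interval 0.706 to 0.743), above the 0.539 of C20Y vs C20N, the widest of the other arrays, so noise of the array is not the whole cause. Dim oligonucleotides as the cause would place most calls in the lowest 25% of intensity, and 24.4% lay there. The covariance between arrays assigns the largest part to the samples they share: it was 0.281 for the 2 arrays with C20Y, 0.103 for those with TFY, 0.0388 for those with C20N and 0.0282 for those with TFN. The C20Y sample may thus differ most from the other 3. Whether that reflects inoculation, kernel stage or the handling of 1 RNA sample was not tested.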
